A study of Arabidopsis thaliana with 3 samples.

How the data were processed

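BDH1 is an Arabidopsis thaliana protein of the BCL-domain homolog family, which the series title links to the SWI/SNF chromatin remodelling complex. Chromatin immunoprecipitation followed by sequencing (ChIP-seq) with an antibody against the FLAG tag was made from inflorescences (the flowering shoots) of soil-grown plants kept in long days. The 3 samples were 1 wild-type sample without a tagged protein and 2 samples of plants in the bdh1-1 mutant background that carried BDH1 fused to FLAG. Per the labels' protocols, chromatin was cross-linked with formaldehyde and sheared by sonication, and libraries were sequenced on a HiSeq 2500 as single-end reads of 50 bases. The 2 BDH1-FLAG samples each had 1 list of peaks and were treated as 2 replicates of one group. Values of the wild-type sample were not analysed here, so no comparison between groups was made. Whether the authors called peaks against that sample or another control is not stated.

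The authors deposited one narrowPeak list per BDH1-FLAG sample, so the replicates were called separately and not pooled. Each line of the deposited lists holds an interval, a summit position inside it, a fold enrichment (a linear ratio), the −log10 of a p-value, the −log10 of a q-value and a score. The score deposited by the authors equals the whole part of 10 times the −log10 q-value in 99.982% of the peaks of replicate 1 and in all peaks of replicate 2, and was not used. The aligner, the peak caller, the control library behind the fold enrichment, the genome build and the read filters are not stated in the labels or the lists. The lowest −log10 q in the deposited lists was 1.32 in replicate 1 and 1.31 in replicate 2. The read depth behind each list is unknown, so no precision from read counting could be given for a peak. Fold enrichment and −log10 q were used only to describe, rank or filter peaks within their own list. Intervals and summits are given 1-based, in the coordinates of the authors' lists.

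Gene names, types and neighbourhoods came from a RefSeq gene table of assembly TAIR10.1, with 37899 genes on chromosomes 1 to 5, of which 27444 were protein-coding. Because the build of the lists is not named, its match to the table was checked in the data before peaks were set against genes. The ends of protein-coding genes were moved against the summits in steps of 250 bp up to 10 kb either way. Without a shift, 41.2% of the summits of replicate 1 and 42.3% of those of replicate 2 lay within 250 bp of a gene end, against 21.9% to 24.0% at shifts of 2 kb or more. The best shift was within 500 bp in 45 of 45 windows of 2.5 Mb with at least 50 summits in both lists. A further 5 windows held fewer, from 13 to 49 summits, and there the best shift was within 500 bp as well in both lists. Every statement that relates peaks to genes rests on this match, and no coordinates of the table are given. The table gives no strand, so the start of a gene could not be told from its end. Tests planned for gene starts were therefore replaced by tests of gene boundaries, meaning either end of a gene, and this was done after the table was seen. No genome sequence was used here, so the planned test of 7 short motifs at summits was not run, nor was any check of GC content.

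Overlap between the replicates was the percentage of peaks of one list that overlapped a peak of the other by 1 bp or more, averaged over both directions. It was compared, one-sided, with 1000 random placements of the other list's peaks on the same chromosome, whose smallest possible p is 0.001. Random positions ran from the first base of a chromosome to the highest coordinate in the lists or the table, and unmappable sequence was not left out of them. Mean ranks by fold enrichment of shared and unshared peaks were compared by a two-sided permutation test with 100000 resamples. Each summit was placed within 500 bp of a gene boundary, deeper inside a gene, or farther outside all genes, and these shares were compared with 1000 random placements, one-sided for the first class and two-sided for the other two. The signed distance from a summit to the nearest gene boundary is positive inside a gene, and its median was taken over summits within 1000 bp. The chromosomes were cut into whole bins of 100 kb, and peak numbers in the 237 bins with most genes and the 237 with fewest were compared by a two-sided permutation test of bins with 100000 resamples, which treats neighbouring bins as independent.

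A gene was counted as having a peak when a peak overlapped it in both lists. This rule had been planned as an alternative, and it took the place of the planned rule of a summit within 500 bp of the gene start, which needs the strand. Annotated gene types with 20 or more genes were tested against all other nuclear genes, and 12 gene families were tested against all other protein-coding genes, by two-sided Fisher's exact tests with Benjamini-Hochberg adjustment within each group of tests and a threshold of 0.05. Families were defined by patterns of symbols and names before the data were examined. The gene table holds symbols and synonyms but no product descriptions, so some families were matched in part, above all the F-box genes with 31 members and the disease resistance genes with 7. The values of 1 of the 12 families are not reported here, while the counts over families include it. A list of 22 genes for SWI/SNF subunits and associated proteins, also fixed before the data were examined, was tested in the same way, and all 22 were found in the table. The list includes BDH1 and BDH2. Each set was also compared with 10000 random sets matched on gene length in 10 strata, a test added after the lists were seen. The random sets were drawn from all nuclear genes for gene types and from all protein-coding genes for the other sets, with the members of the set included. Gene types were therefore also compared with the other genes alone, weighted to the lengths of the type, with membership permuted 10000 times within the strata, which was likewise added later. Genes do not carry peaks independently of their neighbours, so p-values across genes describe these lists and not replicate plants. Percentages of genes carry exact Clopper-Pearson 95% intervals, which cover counting error only.

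The genes named are those of a rule fixed beforehand and adapted to gene boundaries: the 5 genes with the best mean rank by fold enrichment among genes with a summit within 500 bp of either boundary in both lists, with AT4G22320 (BDH1) and AT5G55210 (BDH2, its paralog) whatever their values. The table lists these last genes by locus tag alone, and their assignment to BDH1 and BDH2 comes from general knowledge of the family. Other genes and peaks named were chosen after their values were seen. The overlap, location, rank, bin and set tests were tested on simulated data built from these lists and genes. A simulated overlap of 62.4% was returned as 62.4% over 16653 peaks, and 72.3% of summits near boundaries as 72.5%. The family of 131 MYB genes, raised from 45% to 75% among 27444 genes, was called in 100% of simulations. A false call among the unchanged families came in 6.5% of simulations. Peaks were drawn for each gene independently, and no smaller family was raised. The power for smaller families is therefore not known, and a family that did not differ may have had too few genes. Alternatives changed the threshold on −log10 q to 5 and 10, the overlap rule, the random placement, the window, the bin size, the gene rule and the replicates used. Calculations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots used matplotlib 3.10.9.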

Results

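ChIP-seq with an anti-FLAG antibody was used to profile BDH1-FLAG across the genome in Arabidopsis inflorescences. Of the 3 samples, 2 were BDH1-FLAG replicates with a peak list each, and the wild-type sample was not analysed here. The list of replicate 1 held 16653 peaks and that of replicate 2 held 16413, with a mean of 16533 ± 170 (SD, n = 2). Peaks covered 9.63 Mb in replicate 1 and 9.45 Mb in replicate 2, or 8.08% and 7.93% of the span of chromosomes 1 to 5. The median width was 452 bp in replicate 1, with an interquartile range of 307 to 683 bp, and 466 bp in replicate 2, with a range of 318 to 688 bp. Read depth was unknown for both lists. Most peaks were of low height. The authors' fold enrichment had a median of 2.25 in replicate 1 and 2.23 in replicate 2, and it was under 3 for 89.0% and 91.8% of the peaks. A −log10 q of at least 5 was reached by 10515 peaks of replicate 1 and 9961 of replicate 2, and one of at least 10 by 3805 and 3199. Peaks per Mb were lowest on chromosome 2, at 123 in replicate 1 and 121 in replicate 2, and highest on chromosome 5 in replicate 1 (145) and chromosome 3 in replicate 2 (143).

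To ask how far the lists of the replicates matched, their intervals were overlapped. In replicate 1, 14093 peaks (84.6%) overlapped a peak of replicate 2, and in replicate 2, 14224 peaks (86.7%) overlapped a peak of replicate 1. The mean was 85.6% ± 1.44 (SD of the 2 directions of 1 comparison, not of independent measurements). Randomly placed peaks gave 14.7%, and their 1000 placements ranged from 14.1% to 15.2% (one-sided permutation test, p = 0.001, the smallest possible). Requiring summits within 100 bp of each other moved the overlap most, to 53.8% ± 0.556 (SD of the 2 directions), where random placement gave 2.76%. Among overlapping peaks, the median distance between the nearest summits was 71 bp seen from replicate 1 and 72 bp seen from replicate 2. A single peak met several peaks of the other list in 905 cases in replicate 1 and 800 in replicate 2.

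Overlap depended on peak rank. All of the 1000 peaks with the highest fold enrichment in each list overlapped a peak of the other list. When the summits had to lie within 100 bp of each other, 69.2% ± 3.04 (SD of the 2 directions) of these top peaks were shared. The mean rank of shared peaks was 7474 in replicate 1, against 13023 for unshared peaks (two-sided permutation test, p = 1e-05, the smallest possible). In replicate 2 the mean ranks were 7529 and 12612, with the same p. Unshared peaks were also narrower, with a median of 273 bp against 499 bp for shared peaks in replicate 1 and of 271 bp against 509 bp in replicate 2. In the lowest of 20 equal groups by fold enrichment, 54.0% of the peaks of replicate 1 (exact 95% interval 50.6% to 57.4%) and 66.1% of those of replicate 2 (exact 95% interval 62.8% to 69.4%) were still shared. In replicate 2 the share was 60.9% in the group above it.

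**Figure D1:**
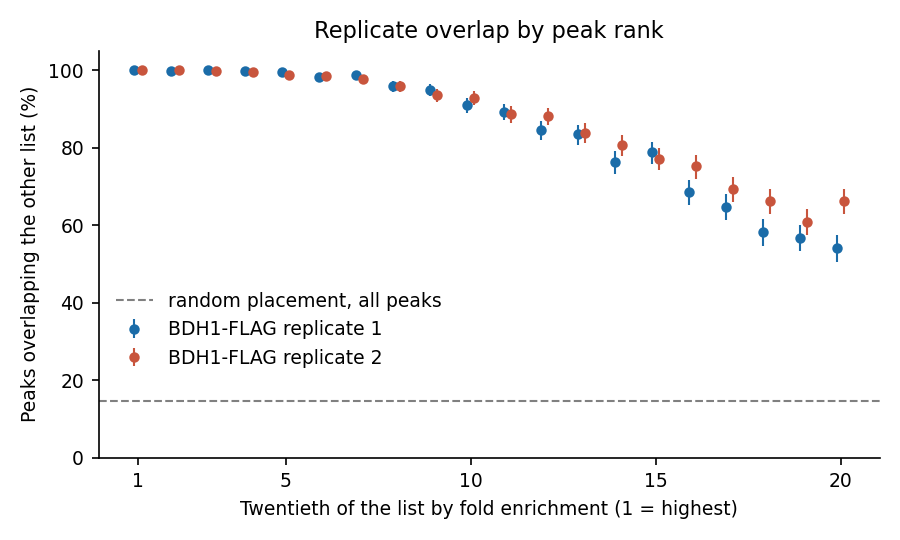
Percentage of peaks (vertical axis) that overlap a peak of the other list by 1 bp or more, in 20 equal groups of each list ordered by fold enrichment (horizontal axis, 1 highest), with exact 95% intervals as bars and one colour per BDH1-FLAG replicate. The share falls from 100% in the highest group to 54.0% in the lowest group of replicate 1 and 66.1% in that of replicate 2, both above the 14.7% of randomly placed peaks (dashed line).

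The position of summits relative to annotated genes was then examined. Within 500 bp of a gene boundary lay 81.1% of the summits of replicate 1 and 82.4% of those of replicate 2, a mean of 81.8% ± 0.912 (SD, n = 2) against 44.5% at random (one-sided permutation test, p = 0.001, the smallest possible). A window of 250 bp moved this share most, to 45.6% against 25.7% at random. Summits deeper inside genes made up 12.5% ± 0.0768 (SD, n = 2) against 36.6% at random, and summits farther outside all genes 5.75% ± 0.989 (SD, n = 2) against 18.9% (two-sided permutation tests, p = 0.002 for each, the smallest possible). In all 3 classes the difference from random placement was larger than the spread between the replicates. Summits lay mostly on the gene side of the boundary. Their median signed distance was 235 bp inside the gene in replicate 1 and 237 bp in replicate 2, a mean of 236 bp ± 1.41 (SD, n = 2). Over all distances, 86.6% ± 1.31 (SD, n = 2) of the summits lay inside a gene, against 63.7% of randomly placed summits. Whether these boundaries were starts or ends of genes could not be told without strand.

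**Figure D2:**
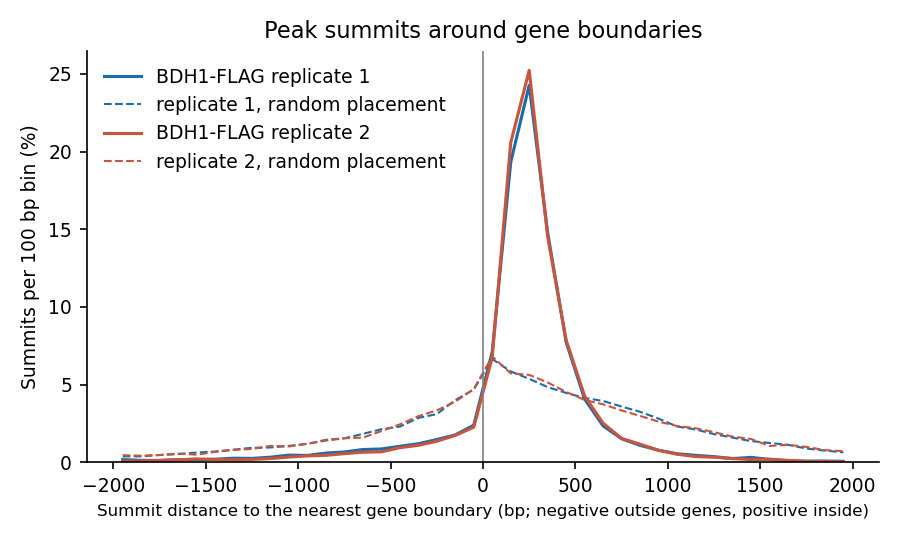
Percentage of summits per 100 bp bin (vertical axis) by signed distance in bp to the nearest gene boundary (horizontal axis, negative outside genes and positive inside), for each BDH1-FLAG replicate (solid lines) and for one random placement of its peaks (dashed lines). Both replicates peak inside the gene, where the median distances are 235 and 237 bp, and the random placements are broader.

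Across the chromosomes, peak number was compared with gene number in 1188 bins of 100 kb. The 237 bins with most genes held 19.5 peaks per bin in replicate 1 and 19.3 in replicate 2, and the 237 bins with fewest genes held 5.24 and 5.14. The ratio was 3.74 ± 0.0261 (SD, n = 2; two-sided permutation test of bins, p = 1e-05, the smallest possible). From the lowest to the highest of 5 equal groups of bins by gene number, the mean number of peaks per bin was 5.19, 11.8, 14.8, 17.9 and 19.4. Counting protein-coding genes alone moved the ratio most, to 8.88 ± 0.189 (SD, n = 2).

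A peak overlapped 14935 of the 37899 nuclear genes in replicate 1 and 15182 in replicate 2, and 13765 genes (36.3%) in both. At a −log10 q of at least 10, the number in both fell to 2898. Longer genes carried peaks more often. Among protein-coding genes ordered by length into 10 groups, the share with a peak in both lists was 11.1% in the shortest group, with a median length of 528 bp, and 61.9% in the longest.

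Of 11 gene types tested, 9 differed from all other genes at an adjusted p-value under 0.05, 2 with a higher and 7 with a lower share of genes with a peak. Protein-coding genes had a peak in both lists in 45.4% of cases (12466 of 27444, exact 95% interval 44.8% to 46.0%), against 12.4% of all other genes (odds ratio 5.87, Fisher's exact test, p-value below the smallest number the computation holds). Small nucleolar RNA (snoRNA) genes had the highest share, 66.9% (192 of 287, exact 95% interval 61.1% to 72.3%), against 36.1% of all other genes (odds ratio 3.58, Fisher's exact test, adjusted p = 1.19e-25). Random genes of the same lengths as the snoRNA genes had a peak in 17.8% of cases. Pseudogenes had the lowest share, 1.53% (60 of 3917, exact 95% interval 1.17% to 1.97%), and transcribed pseudogenes had 4.86% (45 of 926). Long non-coding RNA genes (18.8%), tRNA genes (20.3%), miRNA genes (13.2%), miscellaneous RNA genes (12.2%) and other non-coding RNA genes (29.0%) were also below all other genes. Gene length entered these comparisons. For protein-coding genes the random sets, drawn from all genes, consist mostly of the set itself, so these genes were compared with the other genes alone. At the lengths of the protein-coding genes, 8.71% of the other genes had a peak (adjusted permutation p = 0.000367), but 68.6% of those others were pseudogenes. Random genes of the same lengths had a peak in 17.0% of cases for long non-coding RNA genes, 17.8% for tRNA genes and 24.1% for other non-coding RNA genes, so the direction changed for all 3. Of these changed differences, that of the long non-coding RNA genes passed the threshold (adjusted permutation p = 0.00251) but not against the other genes alone (17.5%, adjusted permutation p = 0.1), and those of the tRNA and other non-coding RNA genes did not (adjusted permutation p = 0.0926 for both). For miRNA genes the matched value was 17.0%, and the difference no longer passed the threshold (adjusted permutation p = 0.075). The other non-coding RNA genes also lost significance at both stricter thresholds and with the boundary rule, and the tRNA genes did so with the boundary rule and at a −log10 q of at least 10. Antisense RNA genes (38.0%) and snRNA genes (28.0%) did not differ from all other genes (Fisher's exact test, adjusted p = 0.815 and 0.149). Both stood above random genes of the same lengths, of which 19.5% and 17.7% had a peak (adjusted permutation p = 0.000367 and 0.0371).

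Of the 12 families, 7 differed from the other protein-coding genes, 4 with a higher share and 3 with a lower one (Fisher's exact tests, adjusted over the 12 families). Of the 60 genes with names of the RPL or RPS series, which are mostly ribosomal proteins, 50 had a peak in both lists (83.3%, exact test, adjusted p = 2.25e-08). Without the 13 members named for plastids, mitochondria or disease resistance, the count was 40 of 47 (85.1%). Chlorophyll a-b binding protein genes followed with 17 of 21 (81.0%, exact test, adjusted p = 0.00434), core histone genes with 16 of 21 (76.2%, adjusted p = 0.0119) and the F-box genes matched by name with 22 of 31 (71.0%, adjusted p = 0.0119). When a summit within 500 bp of a gene boundary was required, the F-box genes no longer passed the threshold, with 58.1% and an adjusted p of 0.152 in the exact test. At a −log10 q of at least 5 the core histone genes no longer passed it, with 52.4% and an adjusted p of 0.0562 in the exact test. The share was lower in MYB genes, with 30 of 131 (22.9%, exact test, adjusted p = 7.73e-07), and in SAUR genes, with 24 of 80 (30.0%, adjusted p = 0.0119). SAUR genes are short, and random genes of the same lengths had a peak in 20.8% of cases, so their difference changed direction once length was matched and no longer passed the threshold (adjusted permutation p = 0.0755). WRKY, ERF, AUX/IAA, heat shock and disease resistance genes did not differ in this test, with adjusted p-values from 0.125 to 0.286. Against random genes of the same lengths, WRKY genes were lower (36.1% against 49.0%, adjusted permutation p = 0.0477) and ERF genes higher (59.3% against 31.6%, adjusted permutation p = 0.0096). With the boundary rule, WRKY genes were lower than other genes (22.2%, exact test, adjusted p = 0.000941), and ERF genes, at 40.7%, fell below other genes without passing the threshold. At a −log10 q of at least 10, only 1 of the 12 families, the RPL and RPS names, still differed.

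SWI/SNF subunit genes were tested because the series title links BDH proteins to that complex. Of the 22 genes listed, 20 had a peak in both lists (90.9%, exact 95% interval 70.8% to 98.9%), against 45.4% of the other protein-coding genes (odds ratio 12.0, Fisher's exact test, p = 1.2e-05). Random genes of the same lengths had a peak in 55.9% of cases (permutation test, p = 0.001). The list included BDH1 itself, and without it 19 of 21 genes had a peak (90.5%, Fisher's exact test, p = 2.38e-05). The 2 remaining genes each had a peak in a single list, ATCHR12 (AT3G06010) in replicate 1 and CHR23 (AT5G19310) in replicate 2.

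**Figure D3:**
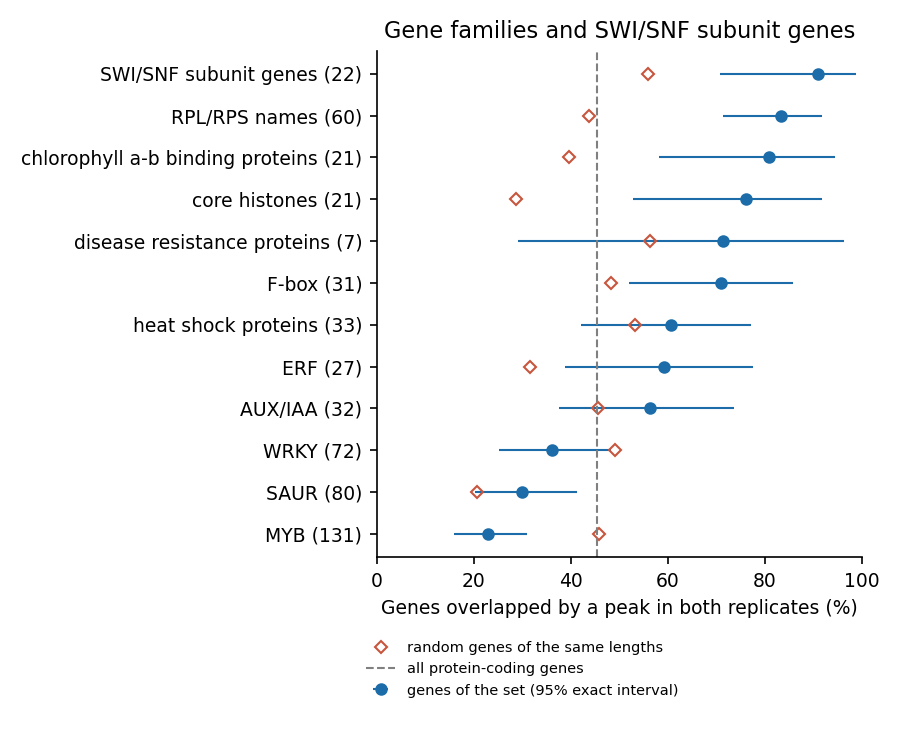
Percentage of genes overlapped by a peak in both replicates (horizontal axis) for the SWI/SNF subunit list and 11 of the 12 families, with the number of genes in parentheses. Filled points carry exact 95% intervals, open diamonds show random genes of the same lengths, and the dashed line marks the 45.4% of all protein-coding genes. The subunit list stands at 90.9% and MYB genes at 22.9%.

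The peak with the highest fold enrichment in both lists lay at BDH1 itself (AT4G22320). In replicate 1 it spanned positions 11793018 to 11796732 of chromosome 4, with a fold enrichment of 14.4 and a −log10 q of 290, and it covered 89.6% of the gene. In replicate 2 it spanned positions 11793133 to 11796633, with a fold enrichment of 7.53 and a −log10 q of 94.7, and it covered 83.7% of the gene. Its summit, at position 11795512 in replicate 1 and 11795479 in replicate 2, lay outside BDH1 and inside AT4G07070 in both lists. The peak reached 4 other annotated genes. Of these, the long non-coding RNA gene AT4G07070, the snoRNA gene AT4G07075 and MIR8176 were covered in full and were named by the rule with this same peak, and AT4G22310 was the fourth. As BDH1-FLAG was brought into these plants as a transgene, the number of copies of this locus was not known. The other genes named by the rule were ACT2 (AT3G18780) and UBQ11 (AT4G05050). The peak at ACT2 ranked 2 in replicate 1, at positions 6473991 to 6475683 of chromosome 3 with a fold enrichment of 9.89, and ranked 3 in replicate 2, at positions 6474045 to 6475613 with a fold enrichment of 5.22. It covered 39.0% and 36.2% of the gene and reached past one of its ends. UBQ11 was covered in full by a peak at positions 2587666 to 2589961 of chromosome 4 in replicate 1, which ranked 6 with a fold enrichment of 5.11, and at positions 2587536 to 2589952 in replicate 2, which ranked 5 with a fold enrichment of 4.74. In both lists the peak also overlapped the genes AT4G05049 and AT4G05053. BDH2 (AT5G55210), the paralog of BDH1, had a peak in both lists, above the upper quartile of fold enrichment (2.62 in replicate 1 and 2.58 in replicate 2). It lay at positions 22396788 to 22397842 of chromosome 5 in replicate 1, with a fold enrichment of 2.70 and rank 3498, and at positions 22396747 to 22397396 in replicate 2, with a fold enrichment of 2.66 and rank 3429.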

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

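Results for gene boundaries, the match on gene length, the other genes alone at the same lengths, the strict query against the full other list, the peak ratio with protein-coding genes alone, the gene rule based on boundaries, the shortened ribosomal list, the subunit list without BDH1 and the overlap by rank from one list alone were chosen after the lists and the gene table had been seen. The other alternatives were fixed before the data were examined.

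The overlap of the replicates stayed above random placement under every overlap rule, threshold and placement tried, from 53.8% with summits within 100 bp to 85.6%, with random values between 2.76% and 14.9%. With both lists restricted to a −log10 q of at least 10 it was 66.2% against 5.68% at random. Restricting the query alone and keeping the other list in full raised it to 96.0% at a −log10 q of at least 5 and to 99.9% at 10, so the lower value comes from partners that fall under the threshold in the other list. No interval was listed more than once, so counting every summit line gave the main value. One direction alone gave 84.6% and 86.7%. The top 1000 peaks by −log10 q were all shared. So were the top 500 by fold enrichment, but these are part of the top 1000 of the main result, so their value could not differ.

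The share of summits near gene boundaries stayed above random placement, and the shares deep inside and far outside genes below it, at both stricter thresholds, with windows of 250 and 1000 bp, with a circular shift, for shared peaks and for protein-coding genes alone. The share near boundaries ran from 45.6% to 94.8%, with the window setting both ends. The median signed distance moved by more than the spread between the replicates, to 246.5 bp at a −log10 q of at least 5, 267.5 bp at 10, and 223 bp over summits within 500 bp, and the cause of the first 2 shifts was not tested. The ratio of peaks between gene-rich and gene-poor bins ran from 3.72 to 8.88 over the stricter thresholds, 500 kb bins, protein-coding genes alone and either list alone.

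At a −log10 q of at least 10, 2898 genes had a peak in both lists in place of 13765, as fewer peaks remained. There 1 family differed in place of 7, and the cause was not tested. The difference itself shrank in each of these 7 families, for MYB genes from -22.6 to -0.731 percentage points and for the RPL and RPS names from 38.0 to 14.2. At this threshold only 9.13% of the protein-coding genes other than MYB genes had a peak, so MYB genes could lie at most 9.13 points below them. One list alone gave from 14935 to 15182 genes. The SWI/SNF subunit genes stayed above the other genes by 31.8 to 45.1 percentage points under the 2 stricter thresholds, the boundary rule, the match on length and the list without BDH1, against 45.5 in the main test, and by 45.7 to 46.6 with one list alone. Over the 12 families and 11 gene types taken singly, 71 of 104 comparisons under alternatives with a test kept their direction and their side of the threshold, 14 became weaker, 5 stronger and 14 changed direction. With one list alone no test was made. A difference was classed as unchanged when it moved by less than the SD of the 2 single-list values. By this rule 22 of 46 differences were unchanged and 24 moved in size. The rule is loose where the lists disagree. AUX/IAA genes, with 10.8 points in the main test and 16.8 and 6.46 in replicates 1 and 2 alone, were classed as unchanged. The snoRNA genes, with 30.8 against 29.5 and 29.9, were classed as moved. None of the 46 changed direction. For tRNA genes the difference was -16.3 points in the main test and -10.1 with replicate 2 alone. Matching on gene length changed the direction of 5 sets, which stood above random genes of the same lengths by 1.78 percentage points (long non-coding RNA), 4.87 (other non-coding RNA), 10.4 (snRNA), 2.49 (tRNA) and 9.24 (SAUR). Against the other genes alone at the same lengths the first 4 changed direction as well, with 1.27, 5.00, 10.5 and 2.98 points, of which only that of the snRNA genes passed the threshold (adjusted permutation p = 0.0402). The match itself accounts for these, as random genes of the lengths of the first 4 sets carried a peak in 17.0% to 24.1% of cases, against 36.3% of all genes. For SAUR genes the matched value was 20.8%, against 45.4% of all protein-coding genes. Of the 5 changed differences, those of the other non-coding RNA (adjusted permutation p = 0.0926), tRNA (0.0926) and SAUR genes (0.0755) did not pass the threshold. At a −log10 q of at least 10 the difference was 0.0339 points for tRNA, -0.0332 for heat shock and -9.13 for disease resistance genes, the last being -1.59 at 5, and with a summit within 500 bp of a boundary it was -2.58 for ERF genes. The cause of these was not tested, and none of them passed the threshold.

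No paired analysis was possible because the wild-type sample was not used here and the 2 lists belong to one group. The tests of gene starts and their alternatives, the window from 1000 bp upstream to 200 bp downstream of a start, and the motif tests were not run. Calls for gene types and families were not made from one list alone. As the read depth is unknown, it could not be judged whether a peak missing from one list was absent or only under its threshold.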

Other observations

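The tests on the BDH1 and ACT2 peaks, on gene length in the SWI/SNF and SAUR sets, on strongly transcribed genes and on reads shared between pseudogenes were chosen only after the results were seen. No wild-type or input values were used, and the control behind the authors' fold enrichment is not stated, so no paragraph here can separate binding of BDH1-FLAG from background of the assay, and no biological explanation was tested against a control group.

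The highest peak of both lists, at BDH1, stood 3.23 times above the median of the 100 highest peaks of replicate 1 and 1.90 times above that of replicate 2. It spanned 3715 and 3501 bp, ranks 5 and 3 by width among those 100 peaks, and its edges differed by 115 and 99 bp between the lists. In replicate 1, 34 of the 100 highest peaks had edges at least as close to their partner in replicate 2, so the match of its edges between the lists does not set it apart. The sharpness of the edges was not measured. A candidate explanation is that extra copies of the locus, carried by the BDH1-FLAG transgene, raised the signal. Binding of BDH1 to its own gene would give a high peak too. These cannot be told apart without wild-type or input values at the locus, so the rank of BDH1 is weak ground for a statement about self-binding.

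The peak at ACT2 was next in replicate 1, at 2.22 times the median of the 100 highest peaks, where the peak after it stood at 1.23 times. In replicate 2 it stood at 1.32 times, below the peak at SCL33 at 1.39 times, and the peak after it stood at 1.24 times. By fold enrichment, the peak at ACT2 therefore stood apart from the other high peaks in replicate 1 only. By −log10 q it was also higher in replicate 2, with 61.2 against 47.1 at SCL33 and 36.8 for the peak ranked 4. The peak at ACT2 reached past one end of the gene and covered 39.0% and 36.2% of it. Its summit lay outside the gene in replicate 1 and inside it in replicate 2. Binding common to the actin genes, or reads shared between them, would put the other ACT genes near the top as well. Counting peaks that overlapped a gene or lay within 500 bp of it, ACT9 and ACT12 of the 8 others had no peak in either list. With these placed last, the best ranks of the 8 had a median of 12496 in replicate 1 and 7952.5 in replicate 2. None was among the top 100, and the best, ACT7, ranked 345 and 342. This argues against both. Extra copies of ACT2 sequence in the plants may also raise such a peak, and this cannot be told apart from binding, since no wild-type or input values were used.

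A peak that ranked 4 in both lists overlapped no gene of the table. It lay at positions 9738866 to 9740639 of chromosome 3 in replicate 1, with a fold enrichment of 5.20, and at positions 9739179 to 9740390 in replicate 2, with a fold enrichment of 4.89. The nearest annotated genes on either side were the pseudogene AT3G26530 and the miscellaneous RNA gene AT3G00450. It was picked out after its value was seen, and no explanation was tested.

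Among gene types, snoRNA genes carried peaks more often than protein-coding genes, at 66.9% against 45.4%. If peaks of neighbouring protein-coding genes were the reason, snoRNA genes over 500 bp from any protein-coding gene would not stand out, yet 84 of 118 of them (71.2%, exact 95% interval 62.1% to 79.2%) had a peak in both lists. This value argues against neighbouring protein-coding genes as the reason. Clusters counted many times could also raise the share. With snoRNA genes within 1000 bp of each other joined, 92 of 142 loci had a peak (64.8%, exact 95% interval 56.3% to 72.6%). A joined locus can carry a peak at any of its genes and was compared with single genes, so this value cannot decide about clusters. The snoRNA genes far from protein-coding genes were not joined, so the explanations were not tested jointly. Strong transcription of these loci stays open, either as a place where BDH1 may be found or as a source of background.

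Ribosomal protein, histone and chlorophyll-binding protein genes, as matched by name, carried peaks more often than other genes. Of the 47 genes left in the ribosomal set after other names were removed, 85.1% had a peak in both lists. Strongly transcribed genes can give signal in any anti-FLAG precipitation, with or without a tagged protein. This could explain the same sets, and it cannot be told apart from binding of BDH1-FLAG because the wild-type sample was not used and it is not stated whether the peaks were called against it. The same holds for ACT2 and UBQ11 among the highest peaks.

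Pseudogenes rarely carried a peak. The share rose with the number of genes in the bin, from 0.515% in the lowest of 5 equal groups of bins through 1.70%, 2.16% and 4.91% to 4.85% in the highest, so location goes with part of the low share. Location in gene-poor regions is not the whole of it, as in the bins with most genes 10 of 206 pseudogenes (4.85%, exact 95% interval 2.35% to 8.75%) had a peak against 47.7% of the protein-coding genes there (odds ratio 0.0559, Fisher's exact test, p = 1.16e-41). Loss of reads shared between repeated copies before peaks were called may contribute to the 1.53% over all pseudogenes. It cannot be told apart from a lack of binding, as neither sequences nor read counts were used. Gene-poor bins held fewer peaks, and fewer protein-coding genes per bin alone do not account for it. In the bins with fewest genes 34.7% of the 2600 protein-coding genes had a peak in both lists, against 47.7% of 7407 in the bins with most genes (odds ratio 0.582, Fisher's exact test, p = 4.65e-31). The length, sequence and expression of genes in these bins were not compared.

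Peaks found in one list only did not look like random background. Their summits lay within 500 bp of a gene boundary in 64.5% of cases in replicate 1 and 76.3% in replicate 2, a mean of 70.4% ± 8.38 (SD, n = 2) against 44.5% at random (one-sided permutation test, p = 0.001, the smallest possible), and 83.8% for shared peaks. This argues against random positions as the source of all unshared peaks, and a mixture remains open. The lists differed here. Of the peaks found only in replicate 1, 509 of 2560 (19.9%) lay over 500 bp outside any gene, against 243 of 2189 (11.1%) of those found only in replicate 2 (odds ratio 1.99, Fisher's exact test, p = 7.61e-17). More weak peaks in replicate 1 would predict that the difference disappears among stronger peaks. At a −log10 q of at least 5 it was 69 of 448 (15.4%) against 14 of 371 (3.77%), an odds ratio of 4.64 (Fisher's exact test, p = 1.97e-08), which argues against that. What distinguishes the replicates, depth and fragment size included, may lie in the libraries and was not tested.

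The high share of SWI/SNF subunit genes with a peak was not reached by gene length alone, as random genes of the same lengths gave 55.9% against 90.9% observed. The expression of these genes was not compared, and it may matter here, as it may for the other sets in which peaks were frequent. Gene length could account for the low share of SAUR genes, as random genes of the same lengths gave 20.8% against 30.0% observed. That the complex in which BDH1 works could sit at the genes of its own subunits is a hypothesis from these lists alone.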
